A study of Mus musculus with 6 samples.

How the data were processed

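Total RNA of DN3a thymocytes was extracted with a QIAGEN RNeasy Micro kit and depleted of ribosomal RNA with a Ribo-Zero Gold kit before library preparation, per the labels' protocols. Such libraries keep RNA without poly(A) tails, histone mRNA among it. The submitters' processing notes name TopHat2 and Cuffdiff, without versions, and the mm10 build. The annotation, the read length, and the strand setting are not given in the sources used here. The deposited table lists 100144 transcripts of 41254 gene symbols. Per the file headers it gives, for each of the 6 libraries, an estimated count of raw fragments and an FPKM value per transcript. The authors also deposited their own comparison, with a group FPKM, a log2 fold change, a p-value and a q-value per transcript. Externally scaled fragments, a constant multiple of the raw fragments, were not used. The number of per-sample columns that belong to no labelled sample was 0.

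The table marks 466 transcripts at 9 loci with a status (HIDATA) that the authors' software gives where a locus holds too many fragments to be estimated. All of these are listed at 0 in every wild-type library, while 267 of them have fragments in transgenic libraries. These zeros are failed estimates, and the 197 genes concerned were left out of the main test and of every alternative but the one that keeps the failed loci, a choice made after the table was seen. They include Zfpm1, Cbfa2t3, Slc7a5, Cdt1, Gins2 and Rpl13, members of the gene lists used here.

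Expected counts were summed per gene symbol and rounded to whole numbers. FPKM had been expected before the data were examined, with limma as the test. Since the table holds estimated fragment counts, the test set for that case was used, edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3). Genes were kept by filterByExpr (minimum count 10, minimum total count 15), which left 14653, and libraries were scaled by TMM. The 3 transgenic libraries were compared with the 3 wild-type libraries with no covariate, two-sided, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Normalised values are CPM after TMM scaling, and errors of log2 fold changes are standard errors derived from the F statistic. The prior degrees of freedom were 5.61 beside 4 residual ones, and the common biological coefficient of variation was 19.5%. The libraries held 39022281 to 46985605 fragments, so counting error is small beside the spread between libraries for all but rare transcripts. Libraries of 1 group differed far beyond counting noise (chi-square per gene 16.4 to 43.6), and no pair was treated as a duplicate.

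The 30 gene lists were fixed before the data were examined, as were the alternatives and the rule for naming genes. They were tested with limma's camera (limma 3.58.1, preset inter-gene correlation 0.01, at least 3 genes tested), with Benjamini-Hochberg adjustment over the lists, and beside it with an estimated correlation and with fry. Of 30 lists, 6 were called with the preset correlation, 0 with the estimated correlation, and 0 by fry after adjustment. The rule named Gata3 first, then up to 12 called genes in each direction whose groups do not overlap, from each list up to 4 called members or, where none was called, the 2 with the smallest p, and Rag1, Rag2, Dntt, Ptcra, Id2, Id3, Tcf3, Tcf12, Tcf7, Bcl11b, Notch1, Il2ra, Cd3e, Kit and the receptor constant genes whatever their p. Members named by that rule for lists without a call are given as values. Mbnl1, Rap2b, Gm37035, Jun, Hspa1a, Fosb, Xrcc6, Slamf1, Cd8a, Cd6, Ccr9, the failed-locus genes and the Y-linked genes other than Uty were named after their values were seen.

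Alternatives were DESeq2 (1.42.0), limma on log2(FPKM + 0.1) and log2(FPKM + 0.5) for genes with a mean FPKM of at least 1, no filter on low counts, a mean FPKM of at least 5, median-of-ratios scaling, quantile normalisation and library weights (both with voom), no abundance trend, the replicate number as a block, leaving out mitochondrial, small RNA and ribosomal RNA features, and leaving out each library in turn. Those written for FPKM values (pseudocounts, scaling, quantile normalisation, weights and trend) were adapted to the count table once its unit was known. Chosen after seeing the data were limma on log2(FPKM + 1), a robust dispersion prior, a covariate for Y-linked RNA, leaving out the 2 libraries with Y-linked RNA, counts per gene ID, keeping the failed loci, and DESeq2 on the genes of the main test without independent filtering. Positions are those of GENCODE M21 on GRCm38, the mm10 coordinates, matched by gene ID. Of the tested IDs 99.1% were found there, and all 79 named genes with a match overlapped the locus in the table.

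The count test was tested on simulated data with the real means, library sizes and dispersions of 14653 genes, 200 of them changed and 20 others moved 1.4-fold as a list. It called 47.8% of genes changed 1.5-fold, 59.7% of those changed 2-fold and 81.8% of those changed 4-fold, with 6 of 14433 unchanged genes called. The simulation gave 141 calls in all, against 2 in the real test, which makes its cutoff on the unadjusted p less strict. These shares therefore do not give the sensitivity of the real comparison. These simulated genes vary independently, which the real ones need not.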

Results

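RNA from DN3a thymocytes of adult C57BL/6 mice was sequenced. DN3a cells are immature T cell precursors that lack CD4 and CD8 and are rearranging the T cell receptor beta locus, before the selection step that tests the rearranged chain. The 6 libraries fell into a wild-type group of 3 and a transgenic group of 3, which the labels name Tg_Cd2_GATA3. GATA3 is a zinc finger transcription factor needed for T cell development. The study's title ties the amount of GATA3 to allelic exclusion at the beta locus, the rule by which a T cell uses 1 of its 2 alleles, and the comparison asks what extra GATA3 does to RNA levels at this stage. Wild-type replicates 1, 2 and 3 held 45730619, 46985605 and 45469459 fragments assigned to transcripts, and transgenic replicates 1, 2 and 3 held 42016334, 39161555 and 39022281. Wild-type replicate 1 and transgenic replicate 3 carried 18522 and 16840 fragments of the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty, against 16 to 26 in the other libraries, while Xist had 29 and 89 fragments in those 2 libraries and 48599 to 54218 in the others. Each group thus held 1 library with Y-linked RNA and 2 without. The libraries of a group thus do not all come from 1 animal. The labels do not say whether every sample came from a separate animal, so p-values measure only the spread between these samples, part of which may be technical.

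Gata3 (ENSMUSG00000015619, chromosome 2, 9857078 to 9890034, minus strand, mm10 coordinates) was measured at 49.1, 38.2 and 43.5 normalised CPM (fragments scaled to the library total) in wild-type replicates 1, 2 and 3 and at 58.6, 53.6 and 61.6 CPM in transgenic replicates 1, 2 and 3. The means were 43.6 ± 5.48 CPM (SD, n = 3) and 57.9 ± 4.05 CPM (SD, n = 3), a 1.33-fold higher level in the transgenic group. The log2 fold change was 0.41 with a standard error of 0.10, and all 3 transgenic values lay above all 3 wild-type values. The difference did not pass the threshold over all genes (edgeR quasi-likelihood test, adjusted p = 0.17). It passed with DESeq2 (adjusted p = 0.00712), with DESeq2 on the genes of the main test, a fit chosen after seeing the data (adjusted p = 0.0106), with a covariate for Y-linked RNA chosen after seeing the data (edgeR, adjusted p = 0.0416), and without wild-type replicate 1, where the log2 fold change was 0.51 (edgeR, adjusted p = 0.0255). Over all 24 alternatives the adjusted p ran from 0.00712 to 0.514. In the authors' deposited table the main Gata3 transcript had a log2 fold change of 0.40 and q = 0.364. The table does not separate RNA of the transgene from that of the endogenous gene, and how much of a transgene's RNA carries the annotated Gata3 exons is not given in the sources used here.

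**Figure D1:**
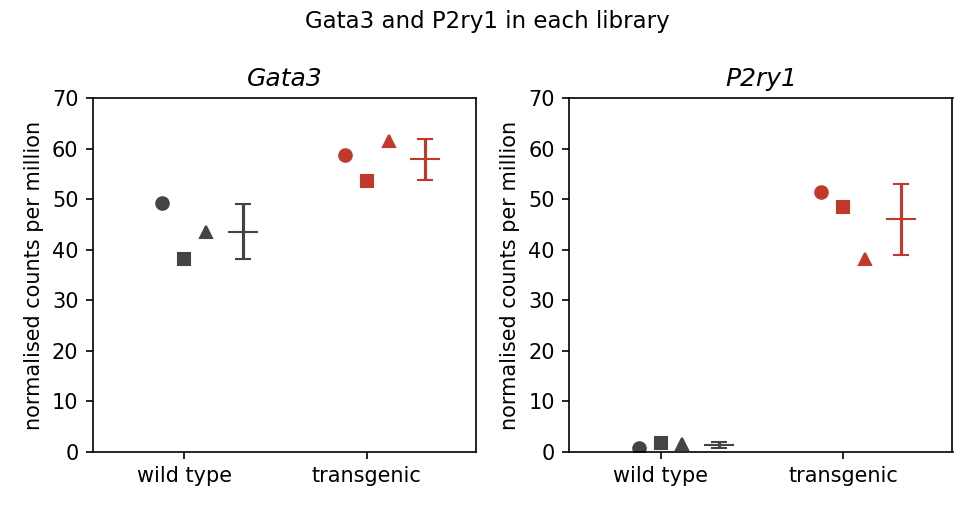
Normalised CPM (y axis) of Gata3 and P2ry1 in each library of the wild-type and transgenic groups (circle replicate 1, square replicate 2, triangle replicate 3), with the mean and SD of the 3 libraries beside them. Gata3 lies at 38.2 to 49.1 CPM in wild type and 53.6 to 61.6 CPM in transgenic libraries, and P2ry1 at 0.79 to 1.81 CPM and 38.1 to 51.5 CPM.

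P2ry1, a purinergic receptor for ADP, rose 32.9-fold in transgenic cells, and Zfp36l2, an RNA-binding protein that promotes decay of AU-rich mRNAs, rose by 0.58 on the log2 scale. These were the 2 genes called among 14653 tested, both higher in the transgenic group (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05). P2ry1 (ENSMUSG00000027765, chromosome 3, 61002795 to 61008982, plus strand) had 36, 84 and 72 fragments in wild-type replicates 1, 2 and 3 and 2148, 1899 and 1498 in transgenic replicates 1, 2 and 3. Its mean was 1.397 ± 0.537 CPM (SD, n = 3) in wild type and 46.0 ± 7.04 CPM (SD, n = 3) in transgenic cells, a log2 fold change of 5.04 with a standard error of 0.26 (edgeR, adjusted p = 6.58e-05). The annotation places an antisense gene, Gm37035, over 992 bases at the 5′ end of P2ry1, and the strand setting of the counting is not given in the sources used here. The nearest tested genes with at least 1 CPM within 1 Mb were Mbnl1, with a log2 fold change of 0.04 ± 0.06 (SE), and Rap2b, with 0.07 ± 0.12 (SE). Zfp36l2 (ENSMUSG00000045817, chromosome 17, 84183931 to 84187947, minus strand) stood at 294 ± 17.4 CPM (SD, n = 3) in wild type and 440 ± 24.4 CPM (SD, n = 3) in transgenic cells, with a standard error of the log2 fold change of 0.07 (edgeR, adjusted p = 0.0444). Its call was lost without wild-type replicate 2 or 3 and without transgenic replicate 1, 2 or 3, with log2 fold changes from 0.54 to 0.63 and adjusted p from 0.0745 to 0.289 in those edgeR fits. Over all 24 alternatives it was higher in each and lost its call in 10, with adjusted p from 4.66e-15 to 0.40.

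No gene was called lower by edgeR, although 1129 genes were lower and 837 higher at an unadjusted p under 0.05, 1966 in all, where 733 would fall by chance. The groups did not overlap for 18.8% of the tested genes, against 10% by chance. The gene nearest the threshold was Hist1h2bh, a histone H2B gene, at 104 ± 11.5 CPM (SD, n = 3) in wild type and 51.3 ± 9.38 CPM (SD, n = 3) in transgenic cells, a log2 fold change of -1.02 (edgeR, adjusted p = 0.0715). DESeq2, which adjusted over 9706 genes, called 493, 167 of them higher and 326 lower. On the genes of the main test and without its own filter on low counts, a fit chosen after seeing the data, DESeq2 called 428 genes, 134 higher and 294 lower. Without wild-type replicate 1 edgeR called 498 genes, 149 higher and 349 lower. Without the 2 libraries with Y-linked RNA, a set chosen after seeing the data, edgeR called 260 genes, 64 higher and 196 lower. In the authors' deposited table, 111 transcripts were marked significant, 32 higher and 79 lower in transgenic cells, and 41 of the lower ones belonged to histone genes. P2ry1 and Zfp36l2 were among the higher ones there, with log2 fold changes of 5.05 and 0.56 and q = 0.0218 each in the authors' deposited table. The higher ones also held 1 histone transcript and the stress genes Jund, Jun, Fosb, Hspa1a and Hspa1b. The lower ones also held Bub1b, Ccnb2 and Rrm2, genes of cell division, and Hmgb2 and Cd8b1.

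Genes of cell division were lower as sets in limma's camera test with the preset correlation of 0.01, and not with an estimated one. With the preset correlation the adjusted p was 1.01e-27 for G2 and mitosis, 6.46e-17 for S phase and 1.89e-40 for histones, and with an estimated correlation 0.490, 0.498 and 0.490. Of the 20 tested genes of G2 and mitosis, all 20 lay below 0, with a median log2 fold change of -0.47. Ccnb2, cyclin B2, stood at 83.7 ± 7.20 CPM (SD, n = 3) in wild type and 59.2 ± 6.19 CPM (SD, n = 3) in transgenic cells, and Bub1b, a kinase of the spindle checkpoint, had a log2 fold change of -0.47 ± 0.09 (SE). Of the 20 tested S phase genes 19 lay below 0, with a median of -0.29. Rrm2, a subunit of ribonucleotide reductase, and Cdc45, part of the replicative helicase, had log2 fold changes of -0.53 ± 0.09 and -0.49 ± 0.08 (SE). Of 66 tested replication-dependent histone genes, 61 lay below 0, with a median of -0.52. Hist1h4d, a histone H4 gene, stood at 878 ± 62.5 CPM (SD, n = 3) in wild type and 613 ± 76.8 CPM (SD, n = 3) in transgenic cells. Histone genes share near-identical coding sequences, so the division of fragments among them is uncertain.

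Adjusted over the list alone, 19 genes of G2 and mitosis, 18 of S phase and 44 histone genes were lower in edgeR's test, and none was higher. In the same libraries 5 later-stage genes, Cd8b1, Cd4 and Cd8a among them, were lower and 1, Ccr9, higher adjusted over the list alone. That list was not called as a set (camera adjusted p = 0.112). Stress genes had a median of 0.34. Over all genes, edgeR's main test called 0 members of the G2 and mitosis, S phase and histone lists. DESeq2 called 19, 13 and 19 of them lower. With the covariate for Y-linked RNA, chosen after seeing the data, edgeR called 19, 12 and 30 lower. Without wild-type replicate 1, edgeR called 25 histone genes lower. Histone genes took 1.34, 1.67 and 1.66% of fragments in wild-type replicates 1, 2 and 3, and 1.07, 1.24 and 0.879% in transgenic replicates 1, 2 and 3. Wild-type replicate 1, the wild-type library with Y-linked RNA, lay nearest the transgenic libraries in all 3 lists, and for histones, at -0.03, it lay below transgenic replicate 2, at 0.04.

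**Figure D2:**
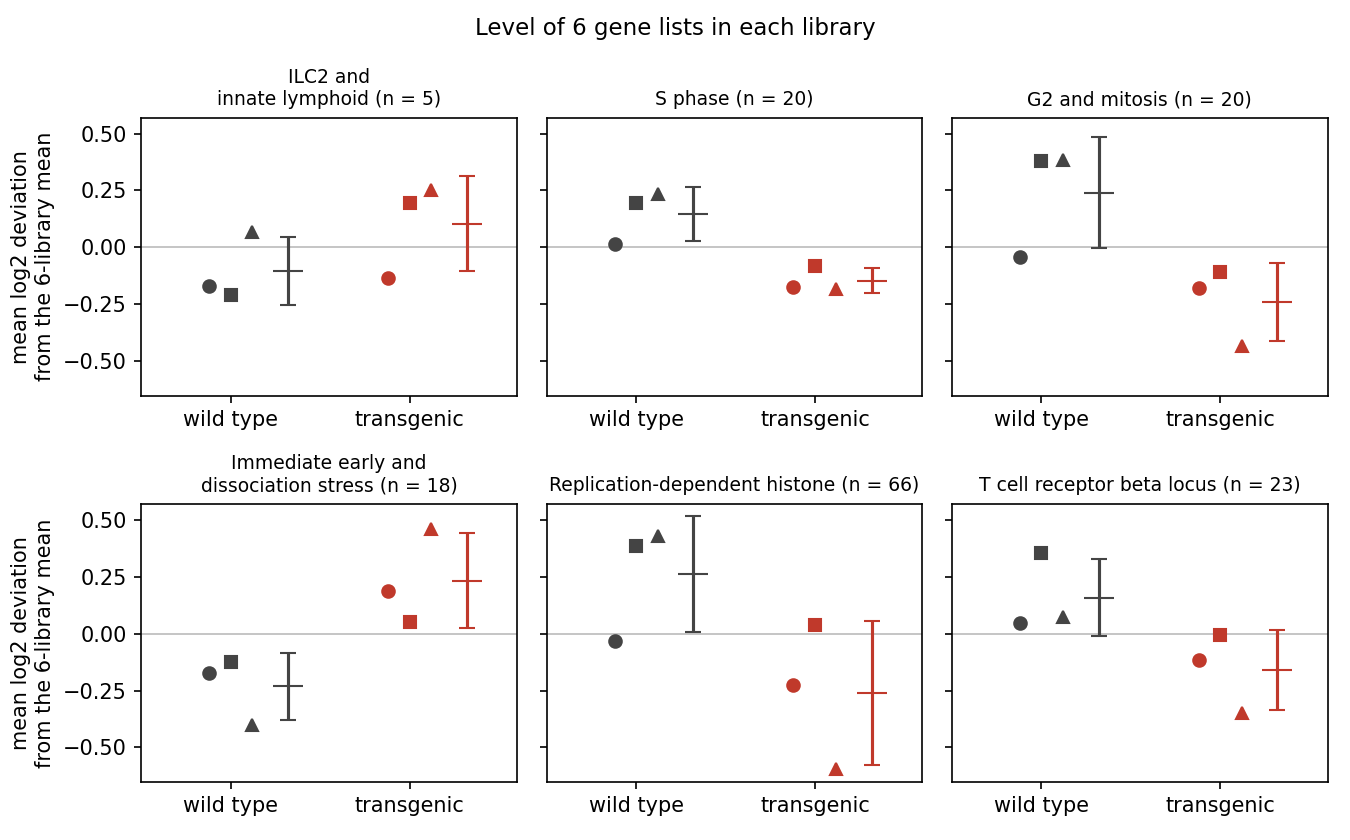
Level of the 6 gene lists called by camera in each library, as the mean over the list's tested genes of log2(CPM + 0.5) minus that gene's mean over the 6 libraries (y axis; circle replicate 1, square replicate 2, triangle replicate 3, with the mean and SD of 3 libraries). For G2 and mitosis, wild-type replicates 2 and 3 lie at 0.38 and wild-type replicate 1 at -0.04, and the transgenic libraries lie between -0.43 and -0.11.

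At the T cell receptor beta locus, 21 of 23 tested genes lay below 0, with a median log2 fold change of -0.41. The V segment Trbv20 stood at 3.74 ± 0.92 CPM (SD, n = 3) in wild type and 1.98 ± 0.75 CPM (SD, n = 3) in transgenic cells, and Trbv12-2 at 8.79 ± 0.97 and 6.17 ± 1.04 CPM (SD, n = 3 each). The constant gene Trbc1 had a log2 fold change of 0.14 ± 0.16 and Trbc2 of -0.01 ± 0.11 (SE). The list fell in camera (adjusted p = 5.49e-05) but not with an estimated correlation (adjusted p = 0.572), and no member passed when adjusted over the list alone. Its call was lost without the 2 libraries with Y-linked RNA, a set chosen after seeing the data, with a median of -0.27 (camera adjusted p = 0.0659). The call was kept without any 1 library. The median was then -0.255 without wild-type replicate 2, -0.273 without transgenic replicate 3 and as low as -0.513 without transgenic replicate 2. Fragments of V segments per 100 fragments of Trbc1 and Trbc2 numbered 19.4, 34.3 and 21.9 in wild-type replicates 1, 2 and 3 and 19.3, 18.9 and 17.5 in transgenic replicates 1, 2 and 3. The exact two-sided permutation test of this ratio gave p = 0.1, the smallest that 3 against 3 libraries allow. Related V segments can share reads.

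The other receptor loci were not called by camera. At the alpha and delta loci 11 of 19 tested genes lay above 0 (camera adjusted p = 0.336). Trdv2-2 and Trdv1 had log2 fold changes of 0.76 ± 0.28 and 1.07 ± 0.63 (SE), and Trac, at 0.43 CPM in wild type, of -0.20 ± 0.73 (SE). At the gamma locus 5 of 11 lay above 0 (adjusted p = 0.788), the mean, 0.09, being above 0 while the median and camera's direction were below, with log2 fold changes of -0.41 for Tcrg-V7, 0.03 for Tcrg-C1, -0.005 for Tcrg-C2, -0.21 for Tcrg-C3 and 0.09 for Tcrg-C4. Genes of V(D)J recombination, which cut and join receptor segments, had a median of -0.08, 10 of 15 lying below 0 (adjusted p = 0.155). Over the fits that left out 1 library their median ran from -0.15, without transgenic replicate 1, to -0.09, without a call. The recombinase genes Rag1 and Rag2 had log2 fold changes of -0.08 ± 0.06 and 0.05 ± 0.08 (SE), and Dntt, the polymerase that adds nucleotides at the joins, of 0.14 ± 0.11 (SE). Hmgb1 and Hmgb2, DNA-bending cofactors of the recombinase that also serve other roles in chromatin, had values of -0.27 ± 0.07 and -0.54 ± 0.11 (SE), and with Xrcc6, a subunit of the Ku end-joining complex, they were the 3 members lower adjusted over the list alone. Over all genes, DESeq2 called 3 members lower. With the covariate for Y-linked RNA, chosen after seeing the data, edgeR called 2 lower.

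Of 18 tested immediate early and stress genes, 16 lay above 0, with a median log2 fold change of 0.34. The list rose in camera (adjusted p = 2.99e-09) but not with an estimated correlation (adjusted p = 0.290). Over all genes edgeR's main test called 0 members, with 10 higher at an unadjusted p under 0.05, against 2 called higher by DESeq2. With the covariate for Y-linked RNA, chosen after seeing the data, edgeR called 3 members higher. Jund, an AP-1 transcription factor, stood at 80.8 ± 4.25 CPM (SD, n = 3) in wild type and 113 ± 11.9 CPM (SD, n = 3) in transgenic cells. Hspa1b, an inducible heat shock protein whose near-identical copy Hspa1a can share its reads, was at 40.9, 66.1 and 32.2 CPM in wild-type replicates 1, 2 and 3 and at 130, 80.4 and 259 CPM in transgenic replicates 1, 2 and 3. Adjusted over the list alone, 5 genes were higher, Jund, Hspa1b, Jun, Hspa1a and Fosb, and none lower. Genes of this list respond to cell handling.

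The ILC2 and innate lymphoid list was higher in camera (adjusted p = 0.0385), with 4 of 5 tested genes above 0 and a median log2 fold change of 0.22. With an estimated correlation it did not pass (adjusted p = 0.556). Il17rb, a subunit of the IL-25 receptor, had a log2 fold change of 0.38 ± 0.06 (SE) and was the single member higher adjusted over the list alone. Over all genes, DESeq2 called Il17rb higher (adjusted p = 4.77e-05). So did edgeR with the covariate for Y-linked RNA, chosen after seeing the data (adjusted p = 0.0118). Id2 had a log2 fold change of 0.22 ± 0.25 (SE). The list's call was lost without wild-type replicate 1, 2 or 3 and without transgenic replicate 2 or 3, with medians from 0.08 to 0.37 over the 6 fits that left out 1 library.

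Regulators of the T lineage were not called as sets in the main test. Of 18 tested transcription factors 12 lay above 0, with a median of 0.08 (camera adjusted p = 0.156). Leaving out 1 library moved this median between 0.06, without wild-type replicate 2, and 0.16, without wild-type replicate 1, without a call. Bcl11b, which commits cells to the T lineage, and Patz1 and Gfi1 had log2 fold changes of 0.26 ± 0.08, 0.26 ± 0.06 and 0.19 ± 0.05 (SE), and Tcf7 of -0.04 ± 0.06 (SE). Over all genes, DESeq2 called Patz1 and Bcl11b higher (adjusted p = 0.00202 and 0.0189). So did edgeR with the covariate for Y-linked RNA, chosen after seeing the data (adjusted p = 0.0220 and 0.0237). In the main test Patz1 was higher adjusted over the list alone. This list was called higher with a mean FPKM of at least 5, quantile normalisation, library weights and the failed loci kept (camera adjusted p = 0.00989, 0.0152, 0.0264 and 0.00749), and the list of E proteins and Id proteins with the failed loci kept (adjusted p = 1.42e-05). With those loci kept, Zfpm1 joins the first list and Cbfa2t3 the second, each with zeros in wild type that come from failed estimates. E proteins and Id proteins, the bHLH activators of V(D)J recombination and their inhibitors, had a median of 0.06 over 7 genes (adjusted p = 0.314). Without 1 library it lay between 0.02, without wild-type replicate 3, and 0.15, without transgenic replicate 2, without a call. Tcf3 and Tcf12 had values of 0.06 ± 0.06 and 0.02 ± 0.05, Id3 of -0.11 ± 0.15, Tcf4 of 0.17 ± 0.06 and their cofactor Ldb1 of 0.20 ± 0.06 (SE). In the Notch list 7 of 13 genes lay above 0 (adjusted p = 0.527), with a mean of -0.03 while the median and camera's direction were above 0. Notch1 and Notch3 had log2 fold changes of 0.19 ± 0.06 and 0.31 ± 0.07 (SE), Notch3 being higher adjusted over the list alone. Over all genes, both were called higher by DESeq2 (adjusted p = 0.0378 and 0.00031) and by edgeR with the Y-linked covariate (adjusted p = 0.0337 and 0.0146). The target genes Ptcra, the pre-T alpha chain, and Il2ra, the CD25 chain, had values of 0.10 ± 0.07 and -0.17 ± 0.06 (SE). Genes of receptor signalling had a median of 0.04 over 23 genes (adjusted p = 0.788), while their mean, -0.06, and camera's direction were below 0. The direction turned up, without a call, with a mean FPKM of at least 5, quantile normalisation, library weights and limma on log2(FPKM + 1). It also turned up without wild-type replicate 1 (median 0.12), without transgenic replicate 2 and without the 2 libraries with Y-linked RNA. Cd3e had a value of 0.07 ± 0.06, Zap70 of -0.46 ± 0.15 and the costimulatory receptor Cd28, lower adjusted over the list alone, of -0.34 ± 0.07 (SE). DESeq2 called Zap70 and Cd28 lower over all genes (adjusted p = 0.026 and 0.00494). EdgeR with the Y-linked covariate called neither (adjusted p = 0.131 and 0.0548).

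Genes of earlier and later stages were not called as sets in the main test. The early progenitor list had 10 of 16 genes above 0 (camera adjusted p = 0.744), with log2 fold changes of 0.17 ± 0.13 for Kit, -0.84 ± 0.29 for Cd34 and -0.86 ± 0.31 for Lyl1 (SE). In the beta-selection list, which holds genes raised after that step, 10 of 17 lay below 0 (adjusted p = 0.219), with 1 gene, Cd28, lower adjusted over the list alone and Nfatc1 at 0.21 ± 0.08 (SE). In the list of CD4 CD8 double positive and later thymocytes 11 of 18 lay below 0 (adjusted p = 0.112), with 5 genes lower, Cd8b1, Cd4, Slamf1, Cd8a and Cd6, and 1 higher, Ccr9, adjusted over the list alone. Cd8b1 stood at 8.97 ± 1.76 CPM (SD, n = 3) in wild type and 4.03 ± 1.47 CPM (SD, n = 3) in transgenic cells, and Cd4 at 6.89 ± 0.12 and 3.71 ± 1.01 CPM (SD, n = 3 each). This list was called lower without wild-type replicate 3, without transgenic replicate 1, and with no low-count filter (camera adjusted p = 0.000664, 0.000114 and 0.0336). Camera's direction was up with a mean FPKM of at least 5 (median 0.11, adjusted p = 0.553). That fit tested 9 genes of the list, against 18 in the main test, so its direction does not cover the same genes. Camera's direction was also up without the 2 libraries with Y-linked RNA (median -0.06, adjusted p = 0.955). The list of type 2 cytokine and Th2 genes had 7 of 10 tested genes below 0 (adjusted p = 0.760), with Il4ra at 0.47 ± 0.14 and Rad50 at -0.13 ± 0.05 (SE). Only these 10 of its 22 genes were tested. The others of the 10 were Il10, Ccr4, Maf, Kif3a, Irf4, Ptgdr2, Crem and Nfil3. Il4, Il5 and Il13 were not among them, so the list does not show how those cytokine genes moved.

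Markers of other cells were not called as sets in the main test. B cell markers had 4 of 7 tested genes above 0 (camera adjusted p = 0.689), with log2 fold changes of 0.40 for Spib, higher adjusted over the list alone, and -0.23 for Ighm. Myeloid and dendritic cell markers had 10 of 14 above 0 (adjusted p = 0.200), Cd74 standing at 1.32 ± 0.46 CPM (SD, n = 3) in wild type and 2.65 ± 0.54 CPM (SD, n = 3) in transgenic cells, with H2-Eb1 at a log2 fold change of 1.25 ± 0.68 (SE). Mast cell and basophil genes had 4 of 6 above 0 (adjusted p = 0.155), with 0.53 for Cpa3, higher adjusted over the list alone, and 0.39 for Slc18a2. Erythroid markers had 6 of 8 above 0 (adjusted p = 0.126), Hbb-bs standing at 0.84 ± 0.80 and 2.37 ± 1.41 CPM (SD, n = 3 each) and Hbb-bt at most at 1.22 CPM in any library. They were called higher without wild-type replicate 3 and without transgenic replicate 1 (adjusted p = 0.000281 and 0.0293). Their median, 0.97 in all 6 libraries, was 2.11 without wild-type replicate 3, 0.51 without wild-type replicate 2 and 0.49 without transgenic replicate 3. Thymic stroma, NK and gamma-delta T cell genes were not called (adjusted p = 0.744, 0.978 and 0.978), with log2 fold changes of 0.20 for Pecam1, 0.07 for Epcam, 0.18 for Ctsw, -0.07 for Gzma, -0.26 for Tcrg-V4 and 0.14 for Sox4. For stroma the median, -0.03, was below 0 and camera's direction was up.

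In the remaining lists, p53 target genes had 9 of 16 above 0 (camera adjusted p = 0.431), with log2 fold changes of 0.35 ± 0.11 for Btg2 and -0.37 ± 0.09 for Gtse1 (SE), a gene that is also cell cycle regulated and was lower adjusted over the list alone. Among Bcl2 family genes 7 of 12 lay above 0 (adjusted p = 0.200), and the pro-apoptotic Bcl2l11 and anti-apoptotic Mcl1, at 0.30 ± 0.09 and 0.19 ± 0.06 (SE), were both higher adjusted over the list alone. Interferon-stimulated genes had 17 of 20 below 0 (adjusted p = 0.336), with -0.42 for Ifit2, lower adjusted over the list alone, and -1.18 for Ifit3. The list was called lower without wild-type replicate 3 (adjusted p = 5.49e-12), and camera's direction turned up, without a call, without wild-type replicate 1 (median 0.14), with library weights (0.10) and without the 2 libraries with Y-linked RNA (0.17). Cytosolic ribosomal protein genes had a median of -0.04 over 83 genes (adjusted p = 0.132), with -0.17 for Rps25 and -0.14 for Rps2, and were called lower without transgenic replicate 1 (adjusted p = 0.0151), with library weights (1.81e-05) and with limma on log2(FPKM + 0.1), (FPKM + 0.5) and (FPKM + 1) (0.0130, 0.0137 and 0.0131). Camera's direction turned up, without a call, with quantile normalisation (median 0.01, adjusted p = 0.734). Leaving out 1 library moved the median of these ribosomal genes between -0.07, without wild-type replicate 1, and -0.02, without transgenic replicate 3. Mitochondrially encoded genes had 9 of 15 above 0 (adjusted p = 0.788), with -0.53 for mt-Nd6 and -0.21 for mt-Nd1, both lower adjusted over the list alone. Their median was above 0 and camera's direction down, and they took 0.408 to 0.445% of fragments in each library. Sex-linked markers were not called (adjusted p = 0.978), with a log2 fold change of 0.10 for Xist and 0.41 for Uty.

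**Figure D3:**
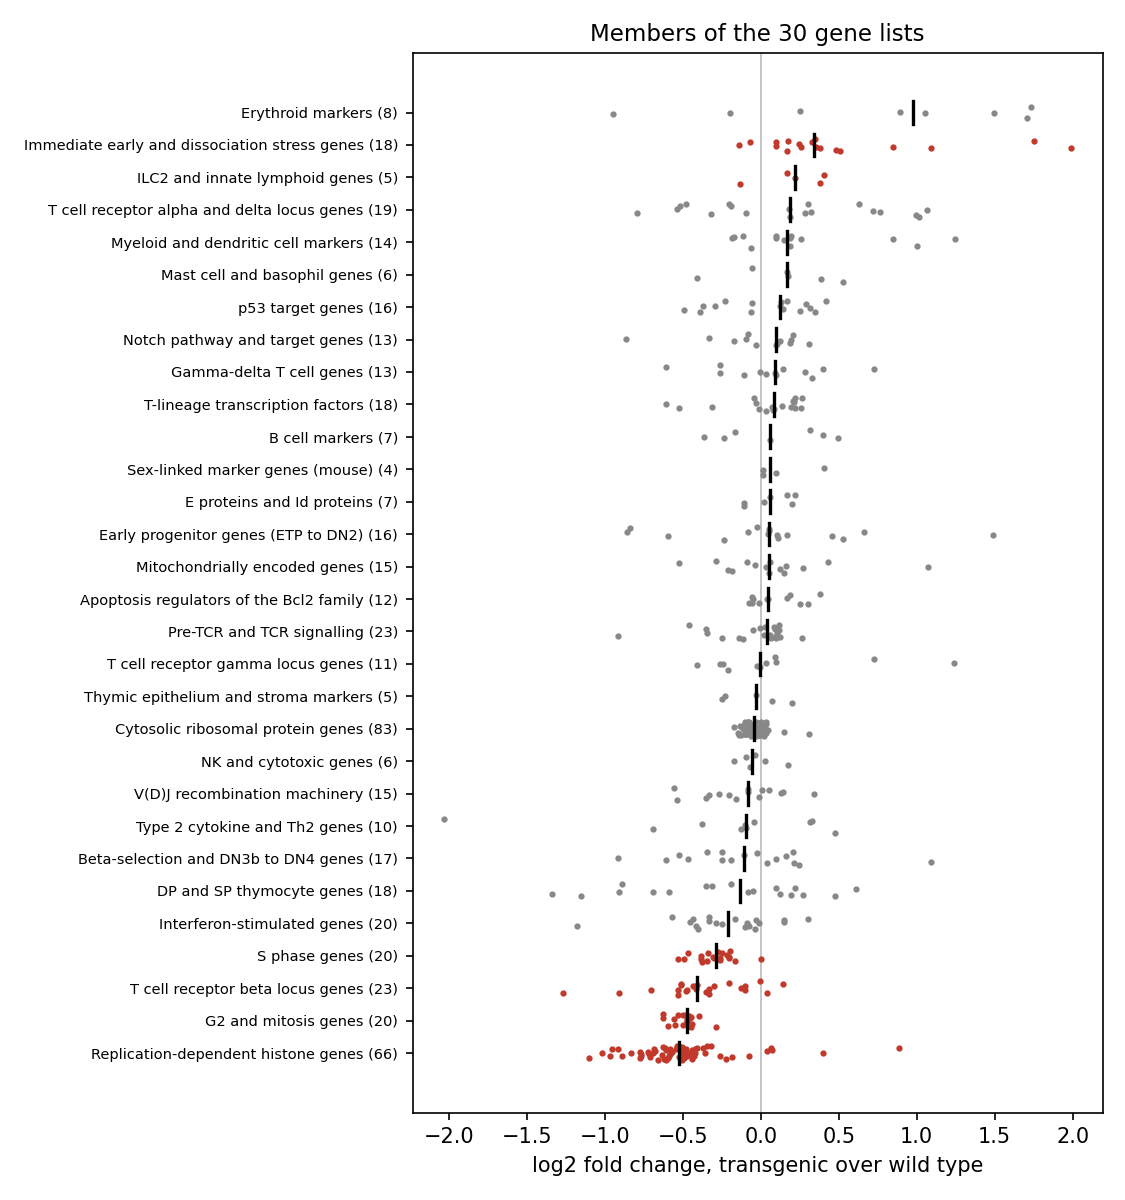
Log2 fold change of transgenic over wild type (x axis) for every tested member of the 30 gene lists, with lists called by camera at the preset correlation in red, the others in grey and medians as black bars. The medians of the called lists run from -0.52 for histones to 0.34 for stress genes.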

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

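At the locus on chromosome 8 from 119910360 to 124345724, left out of the main comparison, the transgenic libraries held a mean of 218749 fragments over 182 genes while each wild-type library is listed at 0, a signal in part of the table that the main comparison does not use and that only the fit with the failed loci kept takes in. The wild-type zeros come with the table's mark for a failed estimate.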

How the results depend on the processing

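The robust prior, the Y-linked covariate, leaving out the Y-linked libraries, log2(FPKM + 1), counts per gene ID, keeping the failed loci and DESeq2 on the genes of the main test were tests chosen only after the result was seen. P2ry1 was called and higher in all 24 alternative fits, planned or added, with log2 fold changes from 3.49 to 5.27. Gata3 was higher in each of them, from 0.33 to 0.51, and called in 4, with DESeq2 (0.41), with DESeq2 on the genes of the main test (0.41), with the covariate for Y-linked RNA (0.41) and without wild-type replicate 1 (0.51). The number of genes called, 2 in the main test, ranged from 1 to 498 without 1 library, those higher from 1 to 149 and those lower from 0 to 349. The largest counts came without wild-type replicate 1. Alternatives set before gave 493 calls with DESeq2 (167 higher, 326 lower), 127 with no low-count filter (26 higher, 101 lower), 5 with library weights (2 lower), 4 with limma on log2(FPKM + 0.1) (1 lower), 1 with a mean FPKM of at least 5 (1 higher), 1 with no abundance trend (1 higher), and, with quantile normalization, 1 lower. Alternatives chosen after seeing the data gave 428 calls with DESeq2 on the genes of the main test (134 higher, 294 lower), 20 with a robust dispersion prior (6 higher, 14 lower), 256 with the covariate for Y-linked RNA (51 higher, 205 lower), 260 without the 2 libraries that carry it (64 higher, 196 lower), and 92 with the failed loci kept (73 higher, 19 lower), of which 65 lie in those loci. Of the calls with DESeq2 and with the Y-linked covariate 221 were shared, all 221 in the same direction. Both fits use the same libraries and counts, so the shared direction is no independent check. The 8 other covariates that mark 1 wild-type and 1 transgenic library gave 1 to 13 calls. The cause of these differences was not tested further. With the replicate block 14 genes were called (6 higher, 8 lower). The deviations of same-numbered libraries correlated at 0.103, 0.057 and -0.006, so the numbers do not pair the samples.

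Of 6 lists called with the preset correlation, 0 passed with the estimated correlation, and 5 to 9 were called without 1 library. G2 and mitosis, histone and stress lists were called in all 22 alternative camera fits with the preset correlation. Of these fits, those with no abundance trend and with a robust dispersion prior gave the camera values of the main test for every list. They are therefore not separate tests of any list. The beta locus list lost its call without the 2 libraries with Y-linked RNA (median -0.27), and the ILC2 list was called in 8 of 22. With the failed loci kept, camera's direction for the S phase list was up although its median was -0.27, because Cdt1 and Gins2 then enter with zeros in wild type. Camera's direction for the beta-selection list was then also up, without a call (median -0.07, adjusted p = 0.184). Slc7a5 enters that list with zeros in wild type. The median log2 fold change of all genes lay at most at 0.015 in any alternative. Erythroid markers were called higher with the replicate block (median 1.35, adjusted p = 0.0189). Depth may limit the rarer V segments and the markers of other cells, many of which lie near 1 CPM, but this was not tested. The tested genes of the beta locus list had a median level of 5.26 CPM.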

Other observations

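The tests of G2 and mitosis genes, of the libraries without Y-linked RNA, of the beta-selection list, of P2ry1, of Trbc2 and of the more abundant beta locus members were chosen only after the result was seen. Those of the beta locus without single libraries and of other splits were set before their values were seen, though after the patterns themselves.

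Of the 10 ways to split the 6 libraries into 3 and 3, the real split called 2 genes and the highest of the others 14, with 5 splits giving at least 2. For the lists the real split called 6 and the highest of the others 10, with 5 splits giving at least 6. With 10 splits no share under 0.05 can be reached. The split that called 14 genes set wild-type replicates 1 and 2 and transgenic replicate 1 against the rest. It had 615 genes at an unadjusted p under 0.05, below the 733 that chance gives, so its calls alone do not establish a structure of the samples, which was not tested. By that measure the real split gave 1966 genes and the highest of the others 1663, with wild-type replicate 1 and transgenic replicates 1 and 3 against the rest.

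Histone and cell cycle lists were lower in camera with the preset correlation, though not with an estimated one (adjusted p = 0.490 for G2 and mitosis and for histones). Lower recovery of RNA without poly(A) tails is argued against as the whole cause by the lower G2 and mitosis genes, whose mRNAs are polyadenylated. Their median log2 fold change was -0.472, a value that is itself part of the pattern. It does not decide whether lower recovery adds to the lower level of histone genes, which was not tested. Each group held 1 library with Y-linked RNA, so the design left no imbalance of sex between the groups to test. In the 4 libraries without Y-linked RNA the G2 and mitosis list had a median of -0.513. The lower level of that list thus did not rest on the libraries with Y-linked RNA. A smaller share of cells past beta-selection among the isolated cells stays open. It cannot be told apart from slower division of DN3a cells, since members of the lists of later genes moved both ways. DN3a cells precede beta-selection and lack CD4 and CD8, so isolating them is meant to leave later cells out. Of the 17 genes of the beta-selection list, 10 lay below 0 and the rest above. In the list of later stages, Cd8b1, Cd4, Cd8a, Slamf1 and Cd6 were lower adjusted over the list alone (log2 fold changes of -1.15, -0.89, -1.34, -0.59 and -0.35). Ccr9 was higher by the same measure (0.47), and 7 of the 18 tested genes of that list lay above 0. That list was not called, and its direction in camera turned up without the 2 libraries with Y-linked RNA. Both an effect of GATA3 on division and a shift in the makeup of the isolated cells may underlie the pattern, as a hypothesis, and neither was tested apart from the other.

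P2ry1 was 32.9-fold higher in transgenic cells. A rise carried by 1 library is argued against by the lowest transgenic CPM being 21 times the highest wild-type CPM. A change of the whole region is argued against by the largest log2 fold change, 0.07, among the 2 other genes above 1 CPM within 1 Mb. An effect of the transgene's insertion on this gene alone and regulation by GATA3 both stay open as candidate explanations, since the groups differ in both and the insertion site is not given in the sources used here.

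The beta locus list was lower in camera with the preset correlation, though not with an estimated one (adjusted p = 0.572), and no member passed adjusted over the list alone. Counts near the floor are argued against by a median of -0.335 over the 11 members with a mean above the list's median of 5.26 CPM, 9 of them below 0. A lower level of the whole locus is argued against by the log2 fold change of -0.006 for Trbc2, whose lower 95% bound of -0.23 lies above the list's median of -0.41. A single library as the whole source is argued against by a median that rose no higher than -0.255 without any 1 library, although the list's call was lost without the 2 libraries with Y-linked RNA and wild-type replicate 2 had the highest ratio of V segment to constant gene fragments. Fewer cells with a joined V segment, or fewer cells past beta-selection, may each lower V segment RNA, and neither was tested apart from the other. Isolating DN3a cells, which precede beta-selection, is meant to leave out cells past that step.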
